A study of Mus musculus with 4 samples. Its data were reported in "Acute glucose stimulation drives coordinated translational reprogramming in primary pancreatic islets: from global remodeling to fine-tuned insulin synthesis" (2026).

How the data were processed

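RNA was measured by sequencing of poly(A)-selected libraries from primary mouse pancreatic islets, the clusters of hormone cells that release insulin and glucagon. The islets came from male C57BL/6J mice and were kept at 2.5 mM or 25 mM glucose for 2 h, with cycloheximide, a blocker of translation, present at the end. The study text describes 4 h in glucose-free medium before glucose was added to either level, and replicates pooled from several mice. The design has 2 libraries per glucose level, 4 in all.

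The authors cleaned reads with fastp, aligned them with HISAT2 2.2.1 and counted them per gene with featureCounts. The deposited table holds raw read counts, not normalised, for 56748 genes, and the exonic length of each gene in bases. Its symbols, identifiers and positions were used as given. The labels name the mm10 build, but the positions in the table were not those of that build: 1448 of 52036 nuclear genes shared with GENCODE vM21 had the same start. Ins1, for example, started at 52252735 in the table and at 52264297 in vM21. Positions are therefore printed as the table gives them, without a build. Strandedness and the handling of reads that map to several places are not stated in the sources used here, so genes with near-identical relatives or processed pseudogenes are reported as uncertain.

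Total counts per library ran from 17279505 to 19136068. For shares of counts, 95% Wilson intervals are given. They cover counting error only, since reads without molecular identifiers are not independent molecules.

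Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, two-sided, TMM factors, default filterByExpr), which kept 15665 genes. Adjusted p is the Benjamini-Hochberg value over those genes, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. A log2 fold change above 0 means higher at 25 mM glucose. CPM values were scaled by the TMM factors. The test fixed before the data were examined compared the groups without a block. A fit with the replicate number as a block was fixed as an alternative at the same time. The study text says that the islets of each mouse were divided between both glucose levels, and the labels number the repeats, but neither says that the numbers of the RNA libraries are pairs. Same-numbered libraries shared deviations from their group means (Pearson r of 0.409 across 15665 genes, which are not independent replicates). Swapping the numbers within 1 group would only turn the sign of this value, so it is weak ground for a pairing. The number is read as a pairing, as an inference that these sources do not settle, and results of both fits are given. The blocked fit leaves 1 residual degree of freedom. Its spread came from the trend over all genes, since edgeR's prior degrees of freedom were infinite, so a gene whose pairs differ widely can still pass. The biological coefficient of variation was 27.7% without and 20.4% with the block.

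DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run on the same counts. The study's thresholds (unadjusted p under 0.05 and an absolute log2 fold change over 0.58, a fold of 1.5) were applied as a separate count. After the data were seen, a trend of log2 ratio with gene length was found. A loess fit (span 0.5) of each library's log2 deviation on log2 exonic length was then removed through offsets. That fit, alone and with the block, and DESeq2 and limma-voom with the block were added after seeing the data.

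Gene lists, 37 in number, were written before the data were examined. They cover pathways of the islet response to glucose and markers of other cells of the pancreas. The lists of immediate early genes, integrated stress response, clock, mTORC1, ribosomal, translation, secretory and mitochondrial genes were drawn from pathways that the study text names. Their direction is not independent evidence. Lists with at least 5 measured members were tested by camera on log2 CPM (prior count 2, preset inter-gene correlation 0.01), which compares a list with the other genes. Adjusted p for a list is over the 36 lists tested. Camera with an estimated correlation and fry stood beside it. With an estimated correlation, camera rests on the residual degrees of freedom, 2 here and 1 with the block. It then had little power: lists with preset adjusted p of 6.32e-06 and of 0.537 both had 0.787. Fry tests whether a list's genes move, on balance, 1 way, without comparing them with other genes. Counts of members past the threshold are also given adjusted over the list alone, in the unblocked fit. They differ from the blocked counts in fit as well as adjustment. In some lists the blocked fit so adjusted passed more members, for example 6 against 0 in glucose uptake and glycolysis. So where the count over the list alone is lower, the change of fit and not the adjustment can be the reason.

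Genes were named by a rule fixed before the data were examined. It takes (a) the 10 largest changes in each direction past the adjusted threshold. These need both libraries of a group on the same side of the other group and a mean of at least 5 CPM, and predicted models and pseudogenes are left out. It adds (b) 6 hormone genes, (c) 25 genes that the study text discusses and (d) up to 4 members of each list with the smallest p. The single result of 1 gene of part (c) is not reported here. No gene met (a) without the block, so (a) was applied to the blocked fit, a choice made after that result was seen.

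Other alternatives were RLE factors, no composition factors, no filter, a filter of 1 CPM in 2 libraries, leaving out the 10 most abundant genes, and leaving out each library in turn. In the last, the lone library of a group is assumed to vary like the other group's.

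The same code was tested on simulated data, with 200 genes changed among 15665. Counts were drawn from the means and library sizes of these libraries and the spread that the blocked fit took from its trend. Genes that vary more than that trend were not simulated. Recovery and the share of false calls may therefore look better than in the real libraries. With a simulated pair effect, edgeR without the block recovered 80.6% of genes changed 4-fold and 1.49% of those changed 2-fold. With the block it recovered 92.5% and 43.3%. In that simulation 6.67% of the calls with the block were genes left unchanged. With a length trend added in 1 library, recovery was 62.7% and 2.99% without the block and 86.6% and 20.9% with it. Removing the trend as well as adding the block gave 85.1% and 37.3%. Ribosome profiling of the study was not analysed here.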

Results

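The data are RNA read counts from mouse islets kept for 2 h at 2.5 mM glucose, a level that does not stimulate insulin release, or at 25 mM glucose, a strongly stimulating level. Each group had 2 libraries, named replicate 1 and replicate 2. Total counts were 17279505 and 19087526 at 2.5 mM and 18602778 and 19136068 at 25 mM. Genes with at least 1 read numbered 21765, 21436, 22384 and 21045 in the same order. Pair 1 and pair 2 below are the high- and low-glucose libraries with the same replicate number.

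The comparison of 25 mM with 2.5 mM glucose asks which transcripts differ 2 h after glucose was added to either level. By the study text the islets had been in glucose-free medium before that, so the 2.5 mM group is not an untreated baseline. Transcripts of activity-dependent transcription factors (Nr4a1, Npas4, Fos) and of Txnip, a thioredoxin inhibitor induced by glucose, were higher at 25 mM in the blocked fit, by 4.86- to 33.2-fold. Without high-glucose replicate 2 the unblocked fold was 14.8 against 38.45 with all libraries for Nr4a1, 6.39 against 20.4 for Npas4, and 5.08 against 7.71 for Fos. Neither Npas4 (adjusted p = 0.448) nor Fos (0.178) passed in that fit. With all libraries and no block these genes did not pass in edgeR but passed in DESeq2, with adjusted p of 1.96e-04 for Nr4a1, 5.23e-06 for Npas4 and 3.76e-09 for Fos. Transcripts of the integrated stress response (Ddit3, Trib3) and of the circadian clock (Ciart, Nr1d1) were lower. The blocked fit placed 1075 of 15665 genes past the adjusted threshold, 290 higher and 785 lower at 25 mM. In both pairs the change went the same way for 1071 of these, and for 644 it exceeded the study's fold threshold in each pair, 249 of the 290 higher and 395 of the 785 lower. These genes were chosen on the same pairs, so that agreement is partly built in. Over all 15665 genes the log2 ratios of the pairs had a Pearson r of 0.455. The median size of change was 1.01 log2 units in pair 1 and 1.59 in pair 2 for the higher genes, and 0.58 and 1.59 for the lower.

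Without the block, edgeR placed 0 genes past the threshold. In that fit 1643 genes had an unadjusted p under 0.05 (598 higher and 1045 lower), against 783 by chance. DESeq2 placed 185 (55 higher, 130 lower), all of them also past the threshold in the blocked fit, and limma-voom 0. Limma-voom with the block placed 970, of which 957 were shared with the blocked fit of edgeR. DESeq2 with the block placed 256, 65 higher and 191 lower. By the study's thresholds 1559 genes differed in the unblocked fit, 568 higher and 991 lower, and 2739 in the blocked fit. Without composition factors 521 were higher and 607 lower, and with the length trend removed 673 and 708. In DESeq2 1708 genes met these thresholds, 600 higher and 1108 lower. By unadjusted p under 0.05 alone it had 1757, against 1306 by chance over all genes it tested, low counts included. The unblocked count rested on single libraries: it was 3253 without high-glucose replicate 1, 5 without high-glucose replicate 2, 54 without low-glucose replicate 1 and 26 without low-glucose replicate 2. By the study's thresholds these counts were 4399, 854, 1146 and 726. DESeq2 called 7 immediate early genes as higher, and 6 stress response, 7 clock and 4 FOXO target genes as lower. In the 16 gene lists with 0 members past the threshold in both fits of edgeR, DESeq2 also placed 0. Limma-voom and edgeR without the block placed 0 of all genes, so their 0 in a list says nothing about that list.

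High-glucose replicate 2 stood apart. Its correlations of log2 CPM with the other libraries were 0.938 to 0.96, against 0.967 to 0.981 among the other three pairs of libraries. Log2 ratios fell with the exonic length of the gene by 0.06 per doubling in pair 1 and by 0.29 in pair 2. In pair 2 the shortest sixth of genes had a median log2 ratio of 0.53 and the longest sixth -0.66; in pair 1 they had 0.07 and -0.13. Genes past the blocked threshold had a median exonic length of 2550.5 bases where higher and 8239 where lower, against 4129 for all tested genes. With the block and the length trend removed, 1455 genes passed, 640 higher and 815 lower, and 831 were shared with the blocked fit in the same direction (267 of the 290 higher and 564 of the 785 lower).

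**Figure D1:**
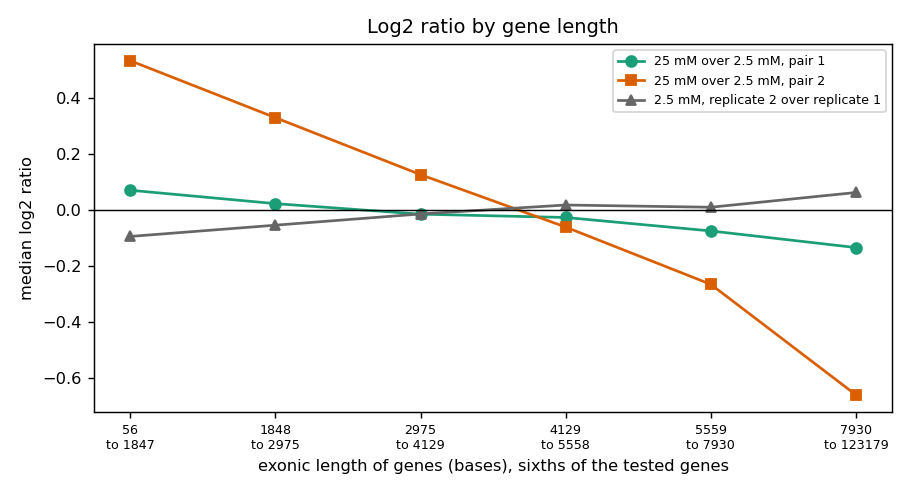
Median log2 ratio (vertical) of the tested genes in sixths of exonic length in bases (horizontal), for pair 1, pair 2 and the ratio of the 2.5 mM libraries. Pair 2 runs from 0.53 in the shortest sixth to -0.66 in the longest, and pair 1 from 0.07 to -0.13.

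The 10 largest rises in the blocked fit included Nr4a1, Npas4 and Fos, members of the list of immediate early genes. Nr4a1, an orphan nuclear receptor (ENSMUSG00000023034, chromosome 15, 101152150 to 101172676 in the table), went from 4.35 ± 2.21 CPM at 2.5 mM to 168 ± 147 CPM at 25 mM (SD, n = 2 each). Its log2 fold change was 5.05 (SE 0.34, adjusted p = 4.0e-44). Fos, a subunit of the AP-1 transcription factor (ENSMUSG00000021250, chromosome 12, 85520664 to 85524047), went from 3.35 ± 0.633 to 25.9 ± 12.7 CPM (log2 fold change 2.86, SE 0.32, adjusted p = 1.6e-15). Npas4 had a log2 fold change of 4.21 from a base of 0.462 CPM, and without the block 4.35, or 2.67 when high-glucose replicate 2 was left out. C2cd4a rose by 2.70, Rem2, a calcium channel regulator, by 2.22, Mir22hg by 2.14, Amigo3 by 2.05 and Lbh by 2.00 log2 units. Tent5a, a poly(A) polymerase (chromosome 9, 85202492 to 85209401), went from 28.9 ± 2.60 to 144 ± 0.573 CPM (log2 fold change 2.32, SE 0.29, adjusted p = 6.2e-12). Without the block the adjusted p of Tent5a was 0.0905, and 0.0223 without high-glucose replicate 2. Nr4a1 (0.0475) and Lbh (0.0223) also passed without that library. Leaving out high-glucose replicate 2 moved the unblocked fold by over 1.5 times for 5 of the 10 genes, in log2 units to 3.88 for Nr4a1, 2.34 for Fos, 1.60 for Rem2 and 1.40 for Amigo3, with Npas4 as above. Without high-glucose replicate 1 it so moved for Nr4a1 (5.96) and Npas4 (5.11), without low-glucose replicate 2 for the same pair of genes (5.98 and 5.14), and without low-glucose replicate 1 for C2cd4a (3.60).

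The 10 largest falls included Ddit3 and Trib3 of the integrated stress response list and genes with a steeper fall in pair 2 than in pair 1. Ddit3, which encodes CHOP (ENSMUSG00000025408, chromosome 10, 127126643 to 127132157), went from 362 ± 20.4 to 60.1 ± 9.36 CPM (log2 fold change -2.60, SE 0.28, adjusted p = 3.0e-16). Trib3, a pseudokinase induced by stress (chromosome 2, 152179342 to 152185952), went from 183 ± 16.5 to 37.7 ± 6.57 CPM (log2 fold change -2.29, SE 0.29, adjusted p = 8.6e-12). Without high-glucose replicate 2 both passed without a block (adjusted p = 0.0223), and in the unblocked fit of all libraries they had 0.0905 and 0.113. Insyn2a (-3.07), Eppk1 (-2.74), Kcng3 (-2.51), the phosphodiesterase Pde10a (-2.50), Rnf152 (-2.20) and Fnip2 (-2.15) fell in both pairs by more than 1.5 log2 units. Plcxd3 (-2.42) and Zbed6 (-2.29) had log2 ratios of -0.52 and -0.50 in pair 1 against -5.68 and -4.31 in pair 2. DESeq2 gave them adjusted p of 0.722 and 0.631. Without high-glucose replicate 1 the unblocked fold moved by over 1.5 times for 6 of the 10 genes (Insyn2a, Eppk1, Kcng3, Plcxd3, Zbed6 and Rnf152), to log2 fold changes of -5.98 (Plcxd3) to -3.42 (Rnf152). Without high-glucose replicate 2 it so moved for these genes except Eppk1, to -2.05 (Insyn2a) to -0.65 (Plcxd3), and none of the 5 passed.

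**Figure D2:**
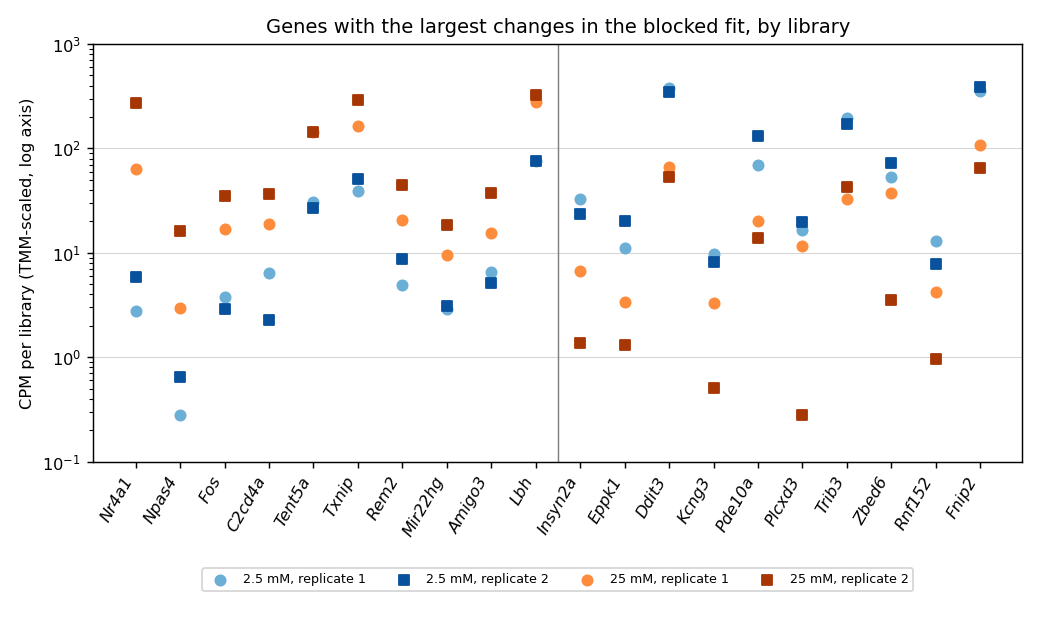
CPM per library on a log axis (vertical) for the 20 genes of the naming rule in the blocked fit (horizontal), 10 higher on the left and 10 lower on the right; each point is 1 library. Ddit3 lay at 362 CPM on average at 2.5 mM and at 60.1 CPM at 25 mM.

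Immediate early genes respond to a stimulus without new protein synthesis. Of 39 measured, 11 were higher and 2 lower in the blocked fit and 26 passed in neither direction; 8 were higher and 2 lower adjusted over the list alone. Besides Nr4a1 and Fos, Nr4a2 rose by 1.75 and Fosl2 by 1.28 log2 units. The list's median log2 ratio was 0.27 in pair 1 and 0.50 in pair 2 (camera adjusted p = 1.18e-03; adjusted p = 0.787 with an estimated correlation). The list of cAMP and calcium target genes, which shares Nr4a1 and Nr4a2 with it, had 6 of 25 higher and 1 lower, or 5 and 1 adjusted over the list alone. Rgs16, a regulator of G-protein signalling, rose by 1.38, and Pde10a was the member that fell (camera adjusted p = 0.0128; adjusted p = 0.787 with an estimated correlation). Without high-glucose replicate 1 that list had an adjusted p of 0.0576.

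In the integrated stress response, the program of ATF4 and CHOP, 9 of 32 measured genes were lower and 0 higher in the blocked fit and 23 passed in neither direction; 7 were lower adjusted over the list alone. In the unblocked fit 0 passed over all genes, against 6 in DESeq2 and 0 in limma-voom, and 9 had an unadjusted p under 0.05, all lower. Beside Ddit3 and Trib3, Cebpg fell by 1.10 and Sesn2 by 1.03 log2 units. The list's median was -0.53 in pair 1 and -0.33 in pair 2 (camera adjusted p = 6.32e-06; adjusted p = 0.787 with an estimated correlation). The aminoacyl-tRNA synthetases, with 20 measured members and 0 past the threshold in either fit (1 lower at an unadjusted p under 0.05), had a camera adjusted p of 0.278.

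Of 19 clock genes, 9 were lower and 0 higher in the blocked fit and 10 passed in neither direction, and 9 were lower adjusted over the list alone. Ciart fell by 2.08, Nr1d1 by 1.52, Dbp by 1.14 and Bhlhe41 by 1.03 log2 units. The list's median was -0.62 in pair 1 and -1.32 in pair 2, or -0.78 in pair 2 with the length trend removed (camera adjusted p = 1.37e-06; adjusted p = 0.787 with an estimated correlation). Of 25 targets of FOXO transcription factors, 10 were lower and 0 higher in the blocked fit and 15 passed in neither direction. Adjusted over the list alone, 13 were lower and 2 higher in that fit, and 6 lower and 1 higher in the unblocked fit. Fbxo32, a ubiquitin ligase, fell by 1.74, Trp53inp1 by 1.53, Ccng2 by 1.10 and Bcl2l11 by 0.89, the last with an adjusted p of 0.0574 once the length trend was also removed (list: camera adjusted p = 7.29e-04; adjusted p = 0.787 with an estimated correlation). The median exonic lengths of the lists were 5631 and 6323 bases, against 4129 for all tested genes, and that of Ciart was 2261.

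In nutrient-sensing genes around mTORC1, 7 of 39 were lower and 0 higher in the blocked fit. Adjusted over the list alone, 5 were lower in the unblocked fit and 10 in the blocked fit. Fnip2 fell by 2.15, Rictor by 1.67, Fnip1 by 1.41 and Sesn2 by 1.03. The list did not pass the set test (adjusted p = 0.144), and had 0.00727 on DESeq2 statistics. Among p53 targets 5 of 25 were lower and 0 higher, with 3 lower adjusted over the list alone. Plk3 fell by 1.52, and the list had an adjusted p of 0.203, or 0.0462 on DESeq2 statistics. Lysosome and autophagy genes had 1 of 39 lower (Rragd, -0.84), with 0 adjusted over the list alone and a camera adjusted p of 0.771; their median was 0.01 and their mean -0.04.

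Of 33 measured genes of glucose uptake and glycolysis, 5 were higher and 0 lower in the blocked fit and 28 passed in neither direction. Adjusted over the list alone, 0 passed in the unblocked fit and 6, all higher, in the blocked fit. G6pc2, a glucose-6-phosphatase subunit of beta cells, went from 742 ± 38.7 to 1708 ± 486 CPM (SD, n = 2 each; log2 fold change 1.17, SE 0.23, adjusted p = 7.0e-05). Slc37a4 rose by 0.88 and Tpi1 by 0.84 log2 units. The list's median was 0.22 in pair 1 and 0.46 in pair 2 (camera adjusted p = 7.29e-04; adjusted p = 0.787 with an estimated correlation). Without low-glucose replicate 2 its adjusted p was 0.0557. The list of lipogenesis genes and targets of ChREBP, a glucose-responsive transcription factor, had 23 measured members. Of these, 3 were higher and 1 lower in the blocked fit and also adjusted over the list alone. Txnip (chromosome 3, 96465273 to 96469199) went from 45.4 ± 8.42 to 228 ± 92.0 CPM (log2 fold change 2.28, SE 0.29, adjusted p = 6.3e-12), and Lpin1 fell by 1.00. That list had a camera adjusted p of 0.157, with 0.0298 without high-glucose replicate 2 and 0.0123 on DESeq2 statistics. Cholesterol synthesis had 2 of 25 higher (Tm7sf2 0.87, Pmvk 0.87), 0 adjusted over the list alone and an adjusted p of 0.356. Hypoxia response genes had 2 of 28 higher and 1 lower, 0 adjusted over the list alone; Ankrd37 rose by 1.36 and Rora fell by 1.53. Without the block Ankrd37 had 1.17, or 2.30 without low-glucose replicate 1, and Rora -1.39, or -2.21 without high-glucose replicate 1. Their camera adjusted p was 0.203, with 0.0076 without high-glucose replicate 2 and 0.0163 without low-glucose replicate 1. Enzymes of the TCA cycle had 0 of 31 past the threshold in either fit, 0 at an unadjusted p under 0.05, and an adjusted p of 0.203.

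Of 28 measured cytosolic chaperones, 3 were higher and 0 lower in the blocked fit and 25 passed in neither direction. Adjusted over the list alone, 2 were higher in the unblocked fit and 5 in the blocked fit. Bag2 rose by 1.84 and Dnajb1 by 1.08 log2 units. The medians were 0.29 in pair 1 and 0.36 in pair 2 (camera adjusted p = 2.89e-04; adjusted p = 0.787 with an estimated correlation). Without low-glucose replicate 1 the adjusted p was 0.12. The list of endoplasmic reticulum chaperones and unfolded protein response genes had 0 of 35 past the threshold in either fit (1 higher at an unadjusted p under 0.05). Its camera adjusted p was 0.356.

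Whether insulin output follows the level of its mRNA is the question behind the hormone transcripts, but output was not measured in these libraries. The study reported stable Ins1 and Ins2 mRNA over its glucose range by quantitative PCR, while proinsulin on Western blots rose. Ins1 and Ins2 together took 7.031% of the counts (95% Wilson interval 7.019 to 7.043) in low-glucose replicate 1 and 9.214% (9.201 to 9.227) in replicate 2. At 25 mM they took 7.605% (7.593 to 7.617) in replicate 1 and 16.13% (16.11 to 16.15) in replicate 2. Ins1 (chromosome 19, 52252735 to 52253914) had 25160 ± 4865 CPM at 2.5 mM and 38320 ± 20760 CPM at 25 mM (SD, n = 2 each). In the blocked fit its log2 fold change was 0.51 (SE 0.16, adjusted p = 0.0293), from 0.12 in pair 1 and 0.89 in pair 2. Ins2 had 0.47 (SE 0.14, adjusted p = 0.0259), from 0.05 and 0.88. With the block, DESeq2 and limma-voom placed 0 of the 6 hormone genes past the threshold, so neither Ins1 nor Ins2. Without the block the edgeR adjusted p was 0.558 for Ins1 and 0.594 for Ins2, and with the block and the length trend removed 0.099 and 0.101. Without high-glucose replicate 2 the log2 fold changes were -0.08 and -0.22, and neither passed (adjusted p = 0.974 and 0.941). Ins1 and Ins2 share most of their sequence, so their separate values are uncertain. Gcg, Sst, Ppy and Iapp did not pass in either fit; their blocked log2 fold changes were 0.04, 0.53, 0.51 and 0.49 (adjusted p = 0.925, 0.155, 0.149 and 0.0677). Without high-glucose replicate 1, where the group's value rests on replicate 2, 5 of the 6 hormone genes passed in the unblocked fit.

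Of 37 measured genes of insulin granules and exocytosis, 3 were higher (Ins1, Ins2 and Dynll1, a dynein light chain with 0.91) and 0 lower in the blocked fit. Adjusted over the list alone, 0 passed in the unblocked fit and 5, all higher, in the blocked fit. The list's camera adjusted p was 0.537. Beta-cell identity genes went both ways. Of 29 measured, 2 were higher and 7 lower, or 2 and 3 adjusted over the list alone. C2cd4a (2.70) and C2cd4b (1.47), neighbouring genes at a diabetes risk locus, rose. The transcription factors Myt1 (-1.64) and Rfx6 (-1.11) fell, and the list's camera adjusted p was 0.356. Translocation into the endoplasmic reticulum had 0 of 31 past the threshold in either fit (1 higher and 1 lower at an unadjusted p under 0.05). Its camera adjusted p was 0.153, with 0.0182 without high-glucose replicate 1 and 0.0288 on DESeq2 statistics. Transport from there to the Golgi had 0 of 33 in either fit (2 lower at an unadjusted p under 0.05), with an adjusted p of 0.647.

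Lists of short genes for ribosomes and mitochondria had higher medians in pair 2 than in pair 1. The nuclear genes of the respiratory chain and ATP synthase, with 0 of 76 past the threshold in either fit (2 higher at an unadjusted p under 0.05), had medians of 0.10 in pair 1 and 0.78 in pair 2. With the length trend removed the pair 2 median was 0.37. The list passed the set test (camera adjusted p = 1.03e-08; adjusted p = 0.787 with an estimated correlation). Mitochondrial ribosomal proteins had 0 of 77 past the threshold (7 higher at an unadjusted p under 0.05), with medians of 0.08 and 0.55 (camera adjusted p = 1.37e-06; adjusted p = 0.787 with an estimated correlation). Without high-glucose replicate 2 their adjusted p was 0.234. Cytosolic ribosomal proteins had medians of 0.01 in pair 1 and 0.63 in pair 2, or 0.26 in pair 2 with the trend removed (camera adjusted p = 6.53e-07; adjusted p = 0.787 with an estimated correlation). Without high-glucose replicate 2 the adjusted p was 0.399. In the blocked fit 2 of 82 were higher (Rpl7a 1.33, Rpl36al 1.72) and 1 lower (Rps27a -0.88), with 0 adjusted over the list alone. Rpl36al did not pass with the block and the length trend removed (adjusted p = 0.0577). Without the block Rpl7a had 1.17, or 2.11 without low-glucose replicate 2, and Rpl36al 1.64, or 0.84 without high-glucose replicate 2, 1.00 without low-glucose replicate 1 and 2.93 without low-glucose replicate 2. Processed pseudogenes of this family share its reads, so these single values are uncertain.

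Of the transcripts encoded in mitochondria 1 of 12, mt-Cytb (0.68), was higher in the blocked fit. It had an adjusted p of 0.053 once the length trend was also removed. Adjusted over the list alone, 0 of these transcripts passed in the unblocked fit and 3, all higher, in the blocked fit. Their set test passed without the block (camera adjusted p = 0.0141; adjusted p = 0.787 with an estimated correlation). It did not pass with the block (0.0596), with the length trend removed (0.482), with both (0.615), without low-glucose replicate 1 (0.212) or without low-glucose replicate 2 (0.074). Replication-dependent histones, whose mRNAs mostly lack a poly(A) tail, had 0 of 26 past the threshold in either fit (1 higher at an unadjusted p under 0.05). Their set test passed (camera adjusted p = 3.02e-03, and 0.787 with an estimated correlation), but not without high-glucose replicate 1 or without low-glucose replicate 2. Nor did it pass with the length trend removed (0.261), with the block and the trend removed (0.282) or on DESeq2 statistics with the block (0.0575). Translation factors had 0 of 45 past the threshold in either fit (2 higher and 2 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.157, or 0.0123 without high-glucose replicate 1. Ribosome biogenesis had 0 of 45 in either fit (2 higher and 1 lower at an unadjusted p under 0.05), with an adjusted p of 0.356.

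**Figure D3:**
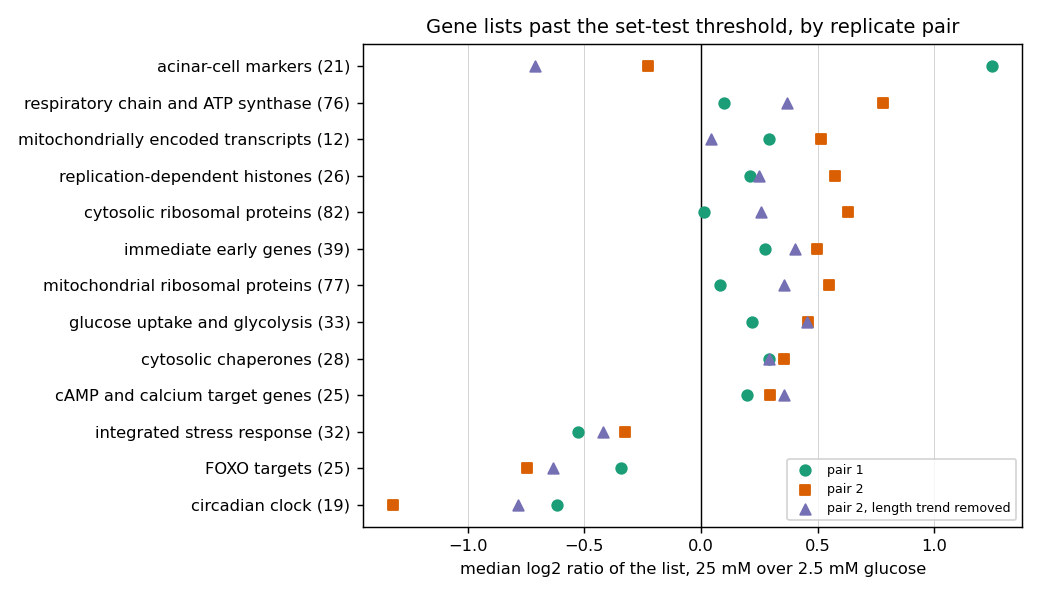
Median log2 ratio of 25 mM over 2.5 mM glucose (horizontal) in pair 1, in pair 2 and in pair 2 with the length trend removed, for the 13 lists past the threshold of camera with a preset correlation (vertical, measured members in brackets). The clock list lay at -0.62 and -1.32, and the respiratory chain list at 0.10 and 0.78.

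Of the 25 genes that the study text discusses, 7 were higher and 6 lower in the blocked fit and 12 passed in neither direction; 5 had opposite signs in the pairs. Chac1, a glutathione-degrading enzyme, had a log2 fold change of -1.46 (SE 0.29, adjusted p = 8.3e-05) from -2.19 in pair 1 and -0.75 in pair 2, with an adjusted p of 0.61 in DESeq2. Without the block it had -1.19, or -2.47 without high-glucose replicate 2 and -0.51 without high-glucose replicate 1 (adjusted p = 0.0853 and 0.146). Atf4 had -0.46 (adjusted p = 0.34), from -0.94 and 0.02. With the length trend also removed it passed (-0.61, adjusted p = 0.0103). Without the block it had -0.33, or -1.11 without high-glucose replicate 2 (adjusted p = 0.293), and its direction turned without high-glucose replicate 1 (0.19, adjusted p = 0.529). The kinase gene Hipk2 had -1.96, from -0.36 in pair 1 and -3.64 in pair 2, and without the block -1.37, or -0.54 without high-glucose replicate 2 (adjusted p = 0.611) and -3.48 without high-glucose replicate 1 (adjusted p = 0.00115). Slc2a2, the glucose transporter of beta cells, had 0.41, Irs2 0.02, Rpl3 0.01, Pabpc1 -0.11 and Pabpc4 -0.14, none past the threshold. Neither did Jun (-0.52), Mapk14 (-0.52), Ago2 (-0.53), Zc3h12c (-0.44), Uqcr11 (0.64) or Txn1 (0.58). In the unblocked fit without high-glucose replicate 1 each of these last genes passed, with adjusted p from 0.00375 (Uqcr11) to 0.021 (Mapk14), and Ago2 had -1.13 and Zc3h12c -1.05. Besides Atf4, the genes with opposite signs were Ago2 (0.14 in pair 1 and -1.20 in pair 2), Zc3h12c (0.19 and -1.09), Irs2 (0.23 and -0.18) and Rpl3 (-0.17 and 0.18). With the block and the length trend removed Slc2a2 (0.55, adjusted p = 0.0273) and Jun (-0.59, adjusted p = 0.0395) passed. Gapdh passed with 1.12 but was counted at only 3.69 and 8.06 CPM. It has many processed pseudogenes that share its reads, so its value is uncertain.

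Markers of other pancreatic cells were measured beside these groups. Acinar-cell markers had medians of 1.25 in pair 1 and -0.23 in pair 2, with 1 of 21 higher (Spink1, 1.54) and 0 adjusted over the list alone. Without the block Spink1 had 1.67, or 0.66 without high-glucose replicate 1 and 2.27 without high-glucose replicate 2. Their set test passed (camera adjusted p = 0.0239; adjusted p = 0.787 with an estimated correlation), but not without high-glucose replicate 1 (0.981), without low-glucose replicate 1 (0.822), with the length trend removed (0.368) or with the block and the trend removed (0.282). Duct-cell markers had 1 of 15 higher (Cldn7, 0.83), 0 adjusted over the list alone and an adjusted p of 0.0964, with 0.0147 without high-glucose replicate 1 and 0.0283 on DESeq2 statistics. Alpha-cell markers had 0 of 14 past the threshold in either fit (3 lower at an unadjusted p under 0.05), a median of 0.03, a mean of -0.12 and an adjusted p of 0.375, with 0.0416 without high-glucose replicate 2. Delta- and PP-cell markers had 1 of 12 lower (Sstr3, -0.84), 0 adjusted over the list alone, a median of 0.01, a mean of -0.03 and an adjusted p of 0.86. Immune-cell markers had 1 of 21 lower (Il1b, -1.05, and without the block -0.85, or -2.05 without high-glucose replicate 1 and -0.19 without high-glucose replicate 2), 0 adjusted over the list alone and an adjusted p of 0.356. Fabp4 was the only measured gene of fat and blood cells, so that list was not tested; its blocked log2 fold change was 1.02 (adjusted p = 0.292), from -0.12 in pair 1 and 1.69 in pair 2. Without the block it had 1.35, or -0.72 without high-glucose replicate 2 (adjusted p = 0.931), 2.18 without high-glucose replicate 1 (0.0461) and 2.01 without low-glucose replicate 2 (0.998).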

Values the study reported

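The study used DESeq2 and called a gene changed at a fold change above 1.5 with an unadjusted p under 0.05. By that rule it counted 600 genes as higher at high glucose in the RNA data, and a larger number as lower. In ribosome profiling, which was not analysed here, it counted 687 genes as higher and 993 as lower.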

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

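The fits with the length trend removed, the combinations of the block with another choice, and the application of the naming rule to the blocked fit were chosen after the data were seen. Scaling by RLE factors or without composition factors, a filter of 1 CPM in 2 libraries, and limma-voom left 0 genes past the adjusted threshold, as did requiring a log2 change over 0.58. No scaling moved the median of all genes by more than 0.1 log2 units. Under the alternatives that used all 4 libraries and a preset correlation, 10 to 18 lists passed camera, against 13 as reported. For 36 lists in 19 settings, 597 of 684 calls were the same, 24 were gained, 59 lost and 4 reversed. For limma-voom, camera used the same log2 CPM values, so its list calls only repeat those of edgeR, with or without the block. They are included in these counts and show nothing about stability. For 174 genes in 16 settings, 2241 of 2777 were the same, 536 were gained and 0 were reversed. A reversal is a turned direction with a pass in either setting. Since none had passed as reported, none could be lost. Unless stated, the cause of a change was not tested. With a simulated pair effect, edgeR without the block recovered 93.9% of genes changed 8-fold at these library sizes with 2 libraries per group. Depth was not varied on its own. That simulation used the spread of the blocked fit, while on the real data the unblocked fit placed 0 genes past the threshold.

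Genes past the adjusted threshold numbered 1075 with the replicate block, 1455 with the block and the length trend removed, and 4 with the trend removed alone. There were 185 in DESeq2, 256 in DESeq2 with the block, 970 in limma-voom with the block, 597 without the filter on low counts, 2 without the 10 most abundant genes and 2 at an adjusted p under 0.1. Leaving out 1 library gave 5 to 3253. By the study's thresholds there were 2739 with the block, 2626 in limma-voom with the block, 2469 without the filter, and 726 to 4399 with 1 library left out.

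Of the hormone genes 2 passed with the block in edgeR (Ins1 and Ins2), but 0 in DESeq2 with the block and 0 in limma-voom with the block. Leaving out the 10 most abundant genes removes 4 of the 6, so that setting says nothing about Ins1, Ins2, Gcg and Iapp. Of the genes of parts (b) and (c) of the naming rule 0 passed as reported. There were 15 with the block, 15 with the block and the length trend removed, 3 with the trend removed alone and 9 in DESeq2. There were 10 in DESeq2 with the block, 13 in limma-voom with the block, 11 without the filter, 2 without the 10 most abundant genes, and 4 to 23 with 1 library left out.

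Of the lists 0 passed with an estimated correlation, 0 with fry and 0 with the block and an estimated correlation. Fry asks another question than camera. With 2 residual degrees of freedom, or 1 with the block, camera with an estimated correlation had little power, so its 0 decides nothing. On the edgeR values the block ended the call of the transcripts encoded in mitochondria (0.0596) and changed no other list call. On DESeq2 statistics it ended that of the replication-dependent histones (0.0283 without and 0.0575 with the block). Leaving out 1 library turned the direction of 13 of the lists that had not passed, and of 3 of these past the threshold. Adjusted p ran from 9.66e-04 (lower, without low-glucose replicate 2) to 0.248 for cell cycle genes, which were higher without high-glucose replicate 2 (0.0076) or low-glucose replicate 1 (0.00134). It ran from 2.01e-05 (higher, without low-glucose replicate 2) to 0.0521 for endothelial markers, which were lower without low-glucose replicate 1 (6.29e-04) or high-glucose replicate 2 (0.0372). For stellate and fibroblast markers it ran from 7.69e-06 (higher, without low-glucose replicate 1) to 0.921, with 0.0311 (lower) without low-glucose replicate 2 and 0.0372 (higher) without high-glucose replicate 2. With the block and the length trend removed that list passed as higher (0.0421; adjusted p = 0.884 with an estimated correlation). The lowest correlation between libraries stayed within the spread of the 6 pairs under both alternatives.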

Other observations

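Replicates differed in their cell cycle genes and markers of non-endocrine cells, and in all these lists except the acinar-cell markers the medians had the same sign at both glucose levels. Median log2 ratios of replicate 2 over replicate 1 are given here. Cell cycle genes (34 measured) had -1.11 at 25 mM and -1.18 at 2.5 mM, with Top2a, a topoisomerase of dividing cells, at 57.4 and 48.6 CPM in replicate 1 and at 9.84 and 5.31 CPM in replicate 2. Stellate and fibroblast markers (19 measured) had -0.76 and -1.79, and the collagen gene Col1a1 went from 261 to 31.6 CPM at 2.5 mM. Endothelial markers (17 measured) had 1.58 and 1.64. Between glucose levels these lists had 0 members past the threshold in either fit and camera adjusted p of 0.674, 0.326 and 0.726. Stellate and fibroblast markers passed as higher with the block and the length trend removed (0.0421; adjusted p = 0.884 with an estimated correlation). At an unadjusted p under 0.05 there were 1, 1 and 0 members. The median of the endothelial list was -0.08 and its camera direction higher. Markers of Schwann cells and nerves (8 measured, 0 past the threshold in either fit, 1 at an unadjusted p under 0.05) had -0.56 and -1.42, and an adjusted p of 0.356 between glucose levels. Acinar-cell markers had opposite signs, -0.85 at 25 mM and 0.72 at 2.5 mM, duct-cell markers had 0.53 and 0.050, and immune-cell markers 0.61 and 0.27. Without low-glucose replicate 2 the p of the Schwann-cell list was 1.24e-04; the like changes of the other lists stand under the processing alternatives.

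Removing the length trend brought other genes among the 10 largest changes of the blocked fit, a selection made after the data were seen. P2ry1, a purinergic receptor, went from 16.4 ± 3.82 to 66.7 ± 29.4 CPM (SD, n = 2 each; log2 fold change 2.00, adjusted p = 4.0e-17) and Spsb4 had 2.02. With neither correction Spsb4 had 2.06, or 1.33 without high-glucose replicate 2 (adjusted p = 0.503). Among the falls were Ciart (-2.25), Akna (-1.96) and Sytl5 (-1.99). Sytl5 had -0.43 in pair 1 and -3.46 in pair 2 before the removal, and an adjusted p of 0.624 in DESeq2. With neither correction Akna had -2.06, or -2.67 without high-glucose replicate 1 (adjusted p = 0.00436). Sytl5 had -1.39, or -3.33 without high-glucose replicate 1 (0.00146) and -0.58 without high-glucose replicate 2 (0.607).

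The tests on the steepness of the length trend in each pair were chosen after the result was seen. The bound used to judge the pair 1 slope was raised after the slopes were known. Tests on GC content, unspliced RNA and single lists were fixed before their own results were seen, but after the length trend had been found. Long genes were lower in the high-glucose libraries, with a slope 5.08 times as steep in pair 2 as in pair 1 (95% interval 4.55 to 5.83, resampling genes). A candidate explanation is loss of long transcripts in high-glucose replicate 2 alone. The partial rank correlation with GC content in pair 2 was 0.458 times the size of that with length (0.419 to 0.499), which argues against GC content as the main driver, by a narrow margin. For genomic span, as a mark of unspliced RNA, the ratio was 0.543 (0.467 to 0.629), so unspliced or nuclear RNA stays open. So does a fall of long transcripts with glucose: the pair 1 slope was 1.15 times the size of that between the 2.5 mM libraries (0.912 to 1.46), and a stronger response in replicate 2 cannot be told apart from a property of that library.

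Ribosomal and respiratory chain lists passed as higher at 25 mM with a preset correlation (adjusted p = 0.787 with an estimated correlation), with higher medians in pair 2 than in pair 1. With the block in both fits, 40.8% of the mean log2 fold change of cytosolic ribosomal proteins relative to other genes was left after removing the length trend (95% interval 27.4 to 51.6). For the respiratory chain and ATP synthase 54.3% was left (48.4 to 60.8). The intervals of these shares resample the genes of a list and do not cover variation between libraries. Both intervals span the boundary set before these shares were seen, so length may account for much of these rises and the remainder stays open. For mitochondrial ribosomal proteins 63.8% was left (52.6 to 75.0), which argues against length as the whole cause. That list did not pass without high-glucose replicate 2 (0.234), and its median in pair 1 was 0.08, so a property of that library stays open beside an effect of glucose.

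The changes of regulatory lists were largely left when the length trend was removed. The share of the mean log2 fold change left was 112% for the integrated stress response (95% interval 101 to 127), 89.5% for clock genes (77.6 to 99.9), 79.4% for FOXO targets (58.6 to 94.8) and 87.3% for immediate early genes (67.4 to 94.8). For clock genes, FOXO targets and immediate early genes these values argue against gene length as the cause. For the integrated stress response the share decides nothing. That list's median exonic length was 3023 bases, against 4129 for all tested genes, and the trend raised short genes at high glucose. The list fell, against the direction of the trend, so removing the trend was bound to deepen its fall. Other technical explanations were not tested for any of these regulatory lists, and an effect of glucose, which the design varied, stays a hypothesis.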
